# Limited sex-biased neural gene expression patterns across strains in Zebrafish (*Danio rerio*)

**DOI:** 10.1186/1471-2164-15-905

**Published:** 2014-10-17

**Authors:** Ryan Y Wong, Melissa M McLeod, John Godwin

**Keywords:** Sexual dimorphism, Sexual plasticity, Brain, *Danio rerio*, Sex, Gene expression, Transcriptome, RNA-sequencing, Gene coexpression network

## Abstract

**Background:**

Male and female vertebrates typically differ in a range of characteristics, from morphology to physiology to behavior, which are influenced by factors such as the social environment and the internal hormonal and genetic milieu. However, sex differences in gene expression profiles in the brains of vertebrates are only beginning to be understood. Fishes provide a unique complement to studies of sex differences in mammals and birds given that fish show extreme plasticity and lability of sexually dimorphic characters and behaviors during development and even adulthood. Hence, teleost models can give additional insight into sexual differentiation. The goal of this study is to identify neurotranscriptomic mechanisms for sex differences in the brain.

**Results:**

In this study we examined whole-brain sex-biased gene expression through RNA-sequencing across four strains of zebrafish. We subsequently conducted systems level analyses by examining gene network dynamics between the sexes using weighted gene coexpression network analysis. Surprisingly, only 61 genes (approximately 0.4% of genes analyzed) showed a significant sex effect across all four strains, and 48 of these differences were male-biased. Several of these genes are associated with steroid hormone biosynthesis. Despite sex differences in a display of stress-related behaviors, basal transcript levels did not predict the intensity of the behavioral display. WGCNA revealed only one module that was significantly associated with sex. Intriguingly, comparing intermodule dynamics between the sexes revealed only moderate preservation. Further we identify sex-specific gene modules.

**Conclusions:**

Despite differences in morphology, physiology, and behavior, there is limited sex-biased neural gene expression in zebrafish. Further, genes found to be sex-biased are associated with hormone biosynthesis, suggesting that sex steroid hormones may be key contributors to sexual behavioral plasticity seen in teleosts. A possible mechanism is through regulating specific brain gene networks.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-905) contains supplementary material, which is available to authorized users.

## Background

Males and females differ in a number of characteristics ranging from morphology to behavior to physiology. Some traits are almost exclusively observed in one sex (e.g. genitalia). Other traits show sex bias in which they are displayed by both males and females but on average show higher expression in one sex (e.g. some behaviors, context-dependent hormone and gene regulation). Regardless of the degree of bias, understanding the origin and maintenance of sex differences has important evolutionary and biomedical consequences [1–4].

The brain represents a key site of integration for environment and experiential information, resulting in changes in physiology and behavior. In mammals and birds, sex differences in the brain are mostly due to the organizational and activational effects of sex steroid hormones and hormone-independent genetic mechanisms of sex chromosomes [1, 3, 5, 6]. While mammals and well-studied species from other taxa show relatively conserved sex determination patterns characterized by gonochorism, teleost fishes exhibit a high degree of sexual plasticity [7]. Teleost fishes display temperature-dependent, heterogenic, polygenic, and socially-controlled sex determination systems [7, 8]. Even in teleost species that exhibit genotypic sex determination, sex ratios can still be heavily skewed with hormone exposure before sexual maturation [9, 10]. The most dramatic example of plasticity is seen in several families of fishes where mature adults can undergo functional sex change in response to changes in their social environment [7]. Hence, teleost fishes represent unique models that can give insight into sexual lability and sex differences in the brain.

Although there are sexual dimorphisms in zebrafish behaviors and morphology [11, 12], the genetic and hormonal bases are not well understood. Zebrafish do not exhibit strong sex determining gene cascades (e.g. *sry* in mammals) or sexually dimorphic chromosomes [13–15]. Recently, it was documented that zebrafish possess a polygenic sex determination system and sex-associated chromosomal regions are not fixed for the species [13, 15–17]. While zebrafish have been developed as a model system for developmental, toxicological and biomedical studies [17–24], few studies have examined sex differences in this species.

As the genomes between the sexes are largely similar, observed sexual dimorphisms can arise and be maintained through differences in gene expression [25–27]. A substantial amount of differential regulation occurs across the genome between male and female zebrafish gonads [28, 29]. Differences in gene expression in the brain, gonads, and other tissue can be due to activational effects of hormones. In medaka and other teleost fish, sex steroids will directly alter expression of key genes in the brain in a sex-specific manner that can be both transient and reversible [10, 30, 31]. Studies to date examining genome wide expression differences in the brain have focused on one strain or pooled several strains, possibly resulting in a limited view of sex-biased gene expression [28, 32] (but see [33]). To identify genes that may be important for sex differences associated with the brain (e.g. behavior), we compared basal levels of gene expression in the transcriptomes of both males and females across four strains of zebrafish by RNA-sequencing with the goal of identifying those differences that are consistently present between the sexes. We also assessed differences in gene co-expression networks between the sexes. For two strains (HSB (High Stationary Behavior), LSB (Low Stationary Behavior)) with documented sexual dimorphism in stress-related behaviors [11], we assessed whether the expression levels of select genes are associated with individual variation in behavior in each sex.

## Results and Discussion

### Whole-brain transcriptome patterns show little sex bias

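Whole brains of zebrafish aged 17 weeks were used from 4 strains: AB and Scientific Hatcheries (SH), both purchased from commercial suppliers, and HSB and LSB, which descend from wild-caught fish and were selected for high and low stationary behavior. For each strain and sex, total RNA of 10 fish was pooled into a biological replicate, and there were 2 such pools. This gave 16 libraries, 8 of females and 8 of males, from 160 fish. The authors aligned the single-end reads to the Danio rerio genome with GSNAP, counted the reads on each gene with HTSeq and deposited CPM values, counts scaled to a sum of 1000000 in each library, for 15304 protein coding genes. In every library, 100% of the values were whole multiples of the value of a single read, from which the number of reads in each library was taken to describe its depth. The female libraries held 18398865 to 35737825 reads on genes (median 27923656) and the male libraries 23064223 to 32446325 (median 28773428). In units of 1000000, the paper's number of reads that passed quality control is about 52 per replicate, ranging from 34 to 65; the values given here rest on the reads counted on genes. A single read was worth between 0.0280 and 0.0544 CPM, and 19 genes had no read in some library. The 2 pools of each strain and sex differed by more than the sampling noise, with a chi-square per degree of freedom between 4.99 and 14.4. Sex differences were tested on log2(CPM + 0.5) with limma, a linear model fitted to every gene, with strain and sex as terms and Benjamini-Hochberg adjustment. Log2 fold changes are given as male over female on this scale, which understates the change of genes with low values. The added constant, any filter on low values, rescaling between libraries and the set of libraries can each change these numbers.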

In this study we used RNA-sequencing and subsequent bioinformatic analyses to compare the neurotranscriptomes of four strains of zebrafish (AB, SH, HSB, LSB) to identify sex-biased gene expression patterns. Multidimensional scaling analysis revealed that the samples clearly clustered together by strain rather than sex (Figure 1). 

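Multidimensional scaling with limma, on the 500 genes with the largest differences between each pair of libraries, placed 30.7% of the variance on the first dimension and 21.3% on the second. On the first dimension the SH libraries lay between 0.79 and 1.01 and the LSB libraries between -0.74 and -0.46. The AB libraries lay between -0.93 and -0.77 on the second dimension, where all libraries of the other strains had values from 0.07 to 0.45. Over all genes, strain accounted for 65.8% of the squared distance between libraries (permutation test with 100000 resamples, one-sided, p = 1e-05, the smallest p these permutations can give). Sex accounted for 4.04% of it within strains (exact permutation test over the 1296 assignments of sex within strains, one-sided, p = 0.0432), where the average assignment gave 2.85%. When each library was left out in turn, the share of strain was between 64.7% and 68.1%. The share of sex was between 3.73% and 4.64%, but its exact permutation p reached 0.103 without AB female pool 1 and was not under 0.05 in 10 of these 16 fits. From the positions of the libraries in Figure 1, the paper concludes that they cluster by strain rather than by sex.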

Of the 15,304 protein coding genes analyzed, 61 showed significant differences between the sexes after controlling for strain differences (Figure 2, Additional file 1). 

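With limma on log2(CPM + 0.5), 6 of the 15304 genes had a Benjamini-Hochberg adjusted p under 0.05, 5 with higher expression in males and 1 in females, and 1555 genes had an unadjusted p under 0.05. The male-biased genes were CABZ01084010.1 (log2 fold change 0.23, standard error 0.03, limma with Benjamini-Hochberg adjusted p = 0.00475), ENSDARG00000012281 (0.23, adjusted p = 0.0108), UGT8 (0.24, adjusted p = 0.00702), cldn19 (0.23, adjusted p = 0.0476) and myrf (0.19, adjusted p = 0.00688). Mean expression of myrf was 261 ± 26.7 CPM in males and 229 ± 22.8 CPM in females (SD, n = 8 libraries each), and that of UGT8 was 151 ± 14.6 and 128 ± 13.1 CPM. Each of these genes differed in the same direction in all 4 strains. The number of genes past the threshold depended on the strains in the model. Without the LSB libraries 109 genes passed it, including all 6, whereas none did without SH or without HSB, where 1299 and 1385 genes had an unadjusted p under 0.05. When 1 library was left out at a time, the number was between 5 and 52; it was 52 without the library labelled LSB female pool 2, 35 without LSB male pool 2 and at most 10 without any other library.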

The zebrafish brain shows a substantially lower number of sex-biased genes compared to the gonads or liver [28, 29, 34, 35] and the number of differentially expressed genes in the brain in this study is consistent with other studies [28, 32, 33]. We speculate that having the majority of the genes displaying similar basal level expression between males and females may be an important factor for sexual lability in fishes. If the male and female zebrafish brain is largely similar at the basal transcript level, behavioral and physiological sex differences may be more easily facilitated by other factors such as the hormonal, ecological, or social environment.

**Figure 1:**
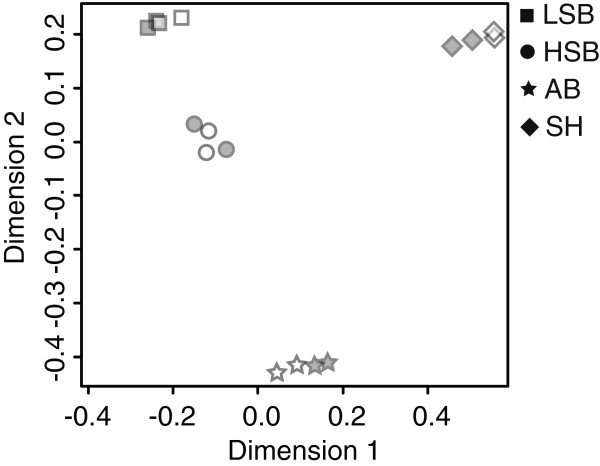
**Multidimensional scaling plot of all genes for each sample.** Square, circle, star, and diamond represents the LSB, HSB, AB, and SH strains, respectively. Male and female samples are represented by open and filled symbols, respectively.

**Figure 2:**
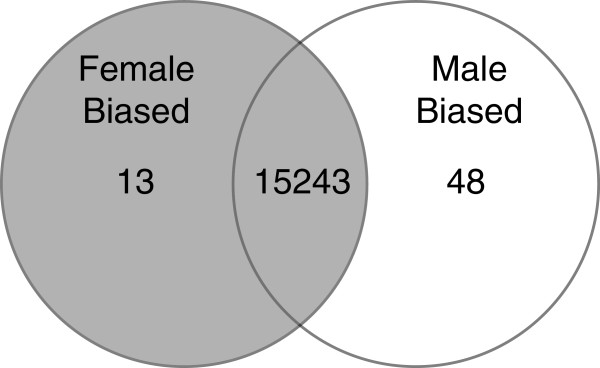
**Venn diagram of sex-biased genes.** After controlling for strain differences, less than 0.5% of transcriptome was differentially expressed between the sexes. See Additional file 1 for gene identities.

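The genes past the adjusted threshold were 0.0392% of all genes tested with the 16 libraries in the limma model, 0.712% without the LSB libraries and 0.523% without the LSB female and male pools numbered 2.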

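The insulin-like growth factor 1 gene (igf1, ENSDARG00000094132) had 14 ± 4.12 CPM in males and 7.99 ± 1.70 CPM in females (SD, n = 8 libraries each). Its log2 fold change was 0.73 (standard error 0.16, adjusted p = 0.135 from limma with Benjamini-Hochberg adjustment). The male over female difference was 0.94 in AB, 0.88 in SH and 1.15 in HSB but -0.05 in LSB, where the library labelled female pool 2 had 11.0 CPM and male pool 2 had 6.03 CPM. Without the LSB libraries, the log2 fold change of igf1 was 0.99 and its adjusted p was 1.71e-05, in a range from 4.41e-06 to 0.547 over the 26 alternatives (limma with Benjamini-Hochberg adjustment). Prostaglandin D2 synthase (ptgdsb, ENSDARG00000027088) had 177 ± 42.9 CPM in females and 143 ± 44.9 CPM in males (SD, n = 8 libraries each). Its log2 fold change was -0.32 (standard error 0.04, limma with Benjamini-Hochberg adjusted p = 0.00475), with lower values in males in all 4 strains, from -0.16 in AB to -0.43 in LSB. It stayed past the threshold whichever library was left out, with an adjusted p of at most 0.0187 from the same limma test with Benjamini-Hochberg adjustment. Without SH or without HSB it did not pass, and its adjusted p in limma reached 0.158 over the 26 alternatives.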

Of note, we observed significant sex-biased expression in genes associated with sex steroid production (*cyp19a1b*, *hsd17b3*) and reproduction (*igf1*, *ptgdsb*) across strains (Additional file 1). Brain aromatase (*cyp19a1b*) was female-biased whereas the enzyme that converts androstenedione to testosterone, 17-beta hydroxysteroid dehydrogenase 3 (*hsd17b3*), was male-biased. 

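Expression of cyp19a1b (ENSDARG00000009852) was 3602 ± 1259 CPM in females and 2444 ± 515 CPM in males (SD, n = 8 libraries each), a log2 fold change of -0.52 (standard error 0.11, adjusted p = 0.116 from limma with Benjamini-Hochberg adjustment). The difference was -0.66 in AB, -0.88 in SH and -0.49 in HSB and -0.05 in LSB, where the library labelled female pool 2 had 2228 CPM and male pool 2 had 3028 CPM. Expression of hsd17b3 (ENSDARG00000023287) was 20.4 ± 10.6 CPM in males and 11.5 ± 2.77 CPM in females (SD, n = 8 libraries each), a log2 fold change of 0.65 (standard error 0.20, limma with Benjamini-Hochberg adjusted p = 0.265). It was higher in males by 0.80 in AB, 1.27 in SH and 0.88 in HSB, and the difference in LSB was -0.36. Both genes passed the threshold in limma only in the models without LSB, without both LSB pools numbered 2, or without 1 of these 2 pools. Without LSB, the log2 fold change was -0.68 for cyp19a1b (limma with Benjamini-Hochberg adjusted p = 1.58e-04, from 2.92e-05 to 0.547 over all alternatives) and 0.98 for hsd17b3 (adjusted p = 2.12e-05, up to 0.589).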

Brain aromatase and 17-beta hydroxysteroid dehydrogenases have been implicated in a variety of processes ranging from modulating sexual behavior to neural plasticity in teleosts and other species [10, 31, 36, 37]. Sex-biased expression of genes encoding proteins that aromatize androgens (*cyp19a1b*) or aid in synthesizing testosterone (*hsd17b3*) suggest localized neurosteroid production likely contributes to sex differences and lability. Additionally, both insulin-like growth factor 1 (*igf1*) and prostaglandin D2 synthase (*ptgdsb*) in the brain are modulated by sex steroids, alter neural plasticity, and are linked to sexual behavior [38–40]. It is possible that these genes may be important in maintaining sex differences in reproductive behavior in zebrafish.

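Expression of deiodinase 2 (dio2, ENSDARG00000094857) was 138 ± 50.0 CPM in males and 65.5 ± 27.8 CPM in females (SD, n = 8 libraries each). The log2 fold change was 1.03 (standard error 0.26, adjusted p = 0.194 from limma with Benjamini-Hochberg adjustment). The male over female difference was 1.45 in AB, 1.36 in SH and 1.53 in HSB, and in these strains every male library was above every female library of its strain. In LSB it was -0.23: female pool 1 had 50.4 CPM and male pool 1 had 117 CPM, but the library labelled female pool 2 had 128 CPM and male pool 2 had 40.1 CPM. Without the LSB libraries the log2 fold change was 1.45 (standard error 0.05, limma with Benjamini-Hochberg adjusted p = 8.48e-10), and over the alternatives the adjusted p of this limma test lay between 1.86e-10 and 0.582. The 4 alternatives in which dio2 passed the threshold were those without LSB, without both LSB pools numbered 2, without LSB female pool 2 and without LSB male pool 2.

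**Figure D1:**
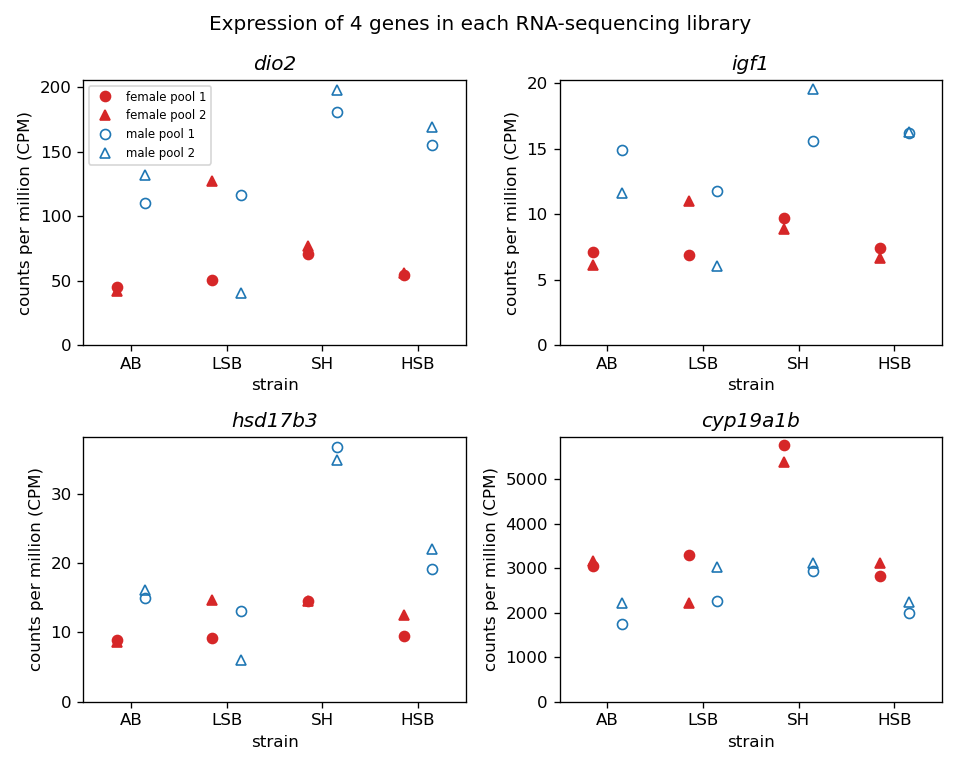
Expression of dio2, igf1, hsd17b3 and cyp19a1b in CPM (vertical axis, linear and starting at 0) in each of the 16 libraries, grouped by strain (horizontal axis). Filled red symbols are female pools and open blue symbols male pools, with circles for pool 1 and triangles for pool 2; in LSB the dio2 values of the pools numbered 2 are 128 CPM for the library labelled female and 40.1 CPM for the one labelled male.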

An enzyme that activates thyroid hormone by converting thyroxine (T4) to triiodothyronine (T4), deiodinase 2 (*dio2*), showed male-biased expression (Additional file 1). Localized thyroid hormone action is critical for normal brain development (reviewed in [41]). Given teleost brains show continuous neurogenesis even as adults [42, 43], we hypothesize that dio2 may help promote sex-specific neural circuits and behavioral plasticity. Thyroid hormone has been shown to alter neural plasticity in a sex-specific manner in rats [44]. Surprisingly, *dio2* is the only gene that was similarly differentially expressed across two of the three other studies of genomic analyses of sex differences in the zebrafish brain. This suggests that sex-biased dio2 activity is conserved in zebrafish. Of note, the other genomic studies used different lines than those used here or did not distinguish lines of zebrafish in their analyses [28, 32, 33]. Since we have demonstrated that there are substantial differences in gene expression by line (Figure 1), it is possible the minimal overlap across studies is due to line differences. 

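In the limma model with strain and sex, 9417 of 15304 genes (61.5%) differed between strains with a Benjamini-Hochberg adjusted p under 0.05. Without 1 library at a time this number was between 8261 and 9827, and with the libraries rescaled by their median ratio it was 9239, of which 8540 were among the 9417. A test of whether the sex difference itself varied between strains (the sex by strain interaction) passed the same threshold for 5 genes, and 2538 genes had an unadjusted p under 0.05 in it. From the differences between lines, the paper proposes line effects as a reason for the small overlap between studies.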

Future studies should account for potential line effects in their analyses and interpretations.

Gene ontology analyses of all differentially expressed genes show that these are generally associated with the extracellular matrix, collagen, and isoprenoid and retinoid binding (Table 1). 

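By direction, the male-biased share of the genes past the adjusted threshold in limma was 83.3% with all 16 libraries, 78.0% without the LSB libraries (85 male-biased and 24 female-biased genes) and 81.2% without both LSB pools numbered 2 (65 male-biased and 15 female-biased genes). With the replicate number of each strain as a block, 4 genes passed and 75% of them were male-biased, and without AB the single gene left was female-biased.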

When taking into account the direction of expression, approximately 75% (48/61) of the differentially expressed genes showed male-biased expression (Additional file 1). The explanation for the majority of differentially expressed genes being male-biased is unclear. In mammals, birds and other species with genotypic sex determination systems, potential causes for this bias could be dosage compensation or sex chromosome effects [3, 25, 45, 46]. For zebrafish, these are unlikely as no heterogametic chromosomes have been identified and they possess a polygenic sex determination system [13, 15, 16]. Further, the location of the sex-biased genes in this study is not clustered into the identified sex-associated regions in zebrafish [13, 16] (Additional file 2). The 48 male-biased genes show an over-enrichment of extracellular matrix part and collagen gene ontology terms. 

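Collagen genes were taken as the 36 genes of the table named as collagen chains, and 31 of them had a positive log2 fold change, with a mean of 0.24 and a median of 0.13. None passed the adjusted threshold over all genes, and 10 passed it adjusted over the list alone; the study reported collagen terms from these same libraries, so the list is not independent evidence. The number adjusted over the list depends on single libraries: it was 1 without any one of AB female pool 2, SH female pool 1, SH female pool 2, SH male pool 1, SH male pool 2, HSB female pool 1 and HSB male pool 2, 2 with the replicate number as a block and 0 without SH. As a set, they were shifted towards males (camera in limma with a preset correlation of 0.01, two-sided, Benjamini-Hochberg adjusted p = 9e-10 over 12 lists), and this held under fry, another set test of limma (adjusted p = 0.00743 with Benjamini-Hochberg adjustment). The largest differences with p adjusted over the list alone under 0.05 were in col10a1 (log2 fold change 1.13, standard error 0.38) and col11a2 (1.09, standard error 0.34), whose means over all libraries were 4.98 and 2.25 CPM. The mean difference of the 36 genes was 0.24 in AB, 0.29 in SH and 0.36 in HSB and 0.06 in LSB. It was between 0.20 and 0.30 in the limma models with other constants, filters, blocks, strains or libraries. The 45 extracellular matrix genes drawn in Figure 6 had a mean log2 fold change of 0.13, with 32 of them higher in males (limma's camera with Benjamini-Hochberg adjusted p = 5.53e-04, fry adjusted p = 0.0362). Many of them are collagen genes already counted above, col10a1 and col11a2 among them. Their shift is therefore not a separate result and does not show a shift of matrix genes other than collagens. The median of the list was 0.06, and its difference in LSB was 0.0003.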

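Among genes whose names mark them as retinol binding proteins, rbp4 had 298 ± 72.4 CPM in females and 249 ± 48.1 CPM in males (SD, n = 8 libraries each), a log2 fold change of -0.24 (standard error 0.05, adjusted p = 0.130 from limma with Benjamini-Hochberg adjustment). Expression of rbp1b was 11.3 ± 2.43 CPM in females and 8.62 ± 2.23 CPM in males (SD, n = 8 libraries each), a log2 fold change of -0.38 (standard error 0.09, limma with Benjamini-Hochberg adjusted p = 0.155). Both were lower in males in all 4 strains, by differences from -0.10 to -0.36 for rbp4 and from -0.28 to -0.49 for rbp1b. In single alternatives they passed the threshold: rbp4 without AB female pool 2 (limma with Benjamini-Hochberg adjusted p = 0.0425, up to 0.547 over the alternatives) and rbp1b without LSB (0.0105) or without LSB male pool 1 (0.0140).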

The 13 female-biased genes represent over-enriched gene ontology terms comprised of isoprenoid and retinoid binding. We acknowledge the challenging nature of interpreting sex-biased gene ontology terms. Nonetheless, these gene ontology terms can be broadly associated with synaptic plasticity [47–49] and may be involved in maintaining the behavioral differences observed between sexes.

**Table 1:** **Significantly overrepresented gene ontology terms for genes showing sex-biased expression across all four zebrafish strains**

Category	Gene ontology term	ID	FDR corrected p-value
CC	extracellular matrix part	GO:0044420	1.82E-03
CC	collagen	GO:0005581	8.96E-03
CC	extracellular region	GO:0005576	4.88E-04
MF	structural molecule activity	GO:0005198	4.69E-02
MF	extracellular matrix structural constituent	GO:0005201	2.95E-02
MF	isoprenoid binding	GO:0019840	1.51E-03
MF	retinoid binding	GO:0005501	1.51E-03

*CC* Cellular Component, *MF* Molecular Function.

Weighted gene coexpression network analysis (WGCNA) showed that the zebrafish brain transcriptome can be clustered into 21 modules (Figure 3, Additional file 3). Of these modules, the light yellow (p = 0.01), royal blue (p = 0.003), midnight blue (p = 0.005), and dark red (p = 0.03) modules were significantly associated with sex. However, only the midnight blue module shows a strong trend after a Benjimini-Hochberg correction (p_FDR light yellow_ = 0.07, p_FDR royal blue_ = 0.063, p_FDR midnight blue_ = 0.052, p_FDR dark red_ = 0.16). The midnight blue module consists of 72 genes but gene ontology analysis reveals no significantly over-enriched terms. Within the midnight blue module there is a significant and positive correlation between gene significance for sex and module membership (r = 0.31, p = 0.008). This suggests that genes more central to the network (i.e. highly connected) are also strongly associated with sex differences. 

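Among the 9 genes slc25a18, si:ch211-131k2.2, ckmt1, olig2, dio2, igf1, inhbaa, gdpd5a and nkx6.2, all but gdpd5a had a positive log2 fold change, from 0.03 for ckmt1 upwards, and gdpd5a had -0.11. None passed the adjusted threshold over all genes with the 16 libraries, and 6 passed it adjusted over the list alone, which is not independent evidence because the study picked these genes from the same libraries. Expression of slc25a18 was 24.6 ± 3.51 CPM in males and 18.3 ± 1.81 CPM in females, and that of inhbaa was 8.51 ± 1.97 and 5.71 ± 1.16 CPM (SD, n = 8 libraries each). The first principal component of the 9 standardized log2 values was computed over 15 libraries, without the library labelled LSB female pool 2, and held 79.7% of their variance. Its score was 2.03 ± 1.99 in males (SD, n = 8) and -2.32 ± 0.59 in females (SD, n = 7). The correlation of the score with sex was r = 0.839 (exact permutation of sex within strains, two-sided, p = 0.00463, where the smallest possible p is 0.00154) and rho = 0.773 (exact permutation p = 0.00617). The male library with the lowest score was LSB male pool 2 (-2.46), below the LSB female pool that remained (-2.12). Without LSB male pool 2, r was 0.962; when other libraries were left out 1 at a time it did not fall below 0.822. With all 16 libraries r was 0.665 (exact permutation p = 0.0262), and the library labelled LSB female pool 2 scored 3.47.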

Of note, *dio2* and *igf1* are among the top 10 most connected genes in the midnight blue module (top 10 genes in decreasing module membership: *slc25a18*, *si:ch211-131 k2.2*, *ckmt1*, *olig2*, *dio2*, *igf1*, *inhbaa*, *gdpd5a*, *nkx6.2*). Across all four modules, 26 genes also showed a significant sex-bias through differential gene expression analysis (Additional file 3). These 26 genes had a significantly higher module membership relative to other genes in the four modules (t = 6.439, p = 1.01 * 10^−9^). This indicates that these sex-biased genes are highly connected within the module, which suggests they are more central to the network (e.g. “hub” genes) and have the potential to be key regulators of the gene co-expression network. The identification of these 26 genes (including genes involved with hormone biosynthesis) as being associated with sex differences in our two independent analyses suggest they may be more important in basal level sex differences and consistent with the idea of neurosteroid production contributing to sexual plasticity in teleost fishes.

**Figure 3:**
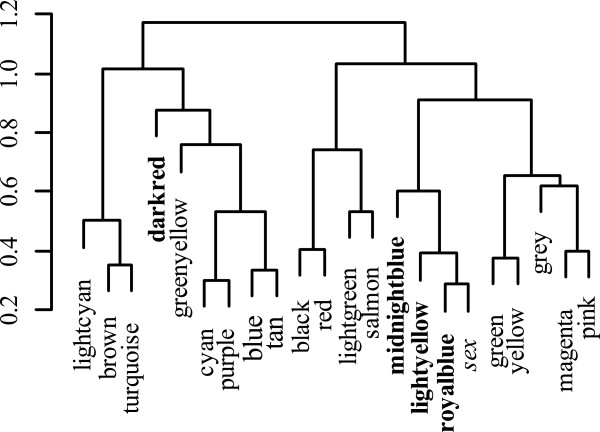
**Hierarchical eigengene diagram of all samples.**All modules were obtained from WGCNA analysis. Modules in bold show a significant association with sex (p < 0.05).

### No correlation between individual variation in basal level gene expression and behavior

Females spent significantly more time stationary than males in the open field test (F = 8.413, p = 0.005, Figure 4) after controlling for strain differences. There was no significant strain x sex interaction effect (F = 0.595, p = 0.442) indicating that females spent more time stationary than males in both the LSB and HSB strain. This is consistent with our previous study on earlier generations of the lines [11]. However, there was no significant correlation between expression of any of the genes analyzed by qRT-PCR (*cyp19a1b*, *cfos*, *dio2*, *igf1, gabbr1a*, *gabbr1b*, *ptgdsb*, and *pmchl*) and stationary time in either sex (Additional file 4). The gene *dio2* (F = 81.686, p = 1.2 * 10^−10^) and *igf1* (F = 147.582, p = 1.2 * 10^−13^) showed male-biased expression whereas *ptgdsb* (F =2.837, p = 0.05) and *gabbr1b* (F = 2.862, p = 0.05) showed female-biased expression (Figure 5). The other genes, *cfos* (F = 0.504, p = 0.242), *cyp19a1b* (F = 0.489, p = 0.245), *gabbr1a* (F = 0.341, p = 0.282), and *pmchl* (F = 0.68, p = 0.208) did not show sex-biased expressions. Overall, the expression (log_2_(female expression/male expression)) of all eight genes is consistent between qRT-PCR and RNA-sequencing (r = 0.847, p = 0.008). These results suggest that within-sex variation in the degree of stress and anxiety-related behavioral displays in our HSB and LSB lines is not linearly related to basal levels of the measured genes. It is possible that our measured sex-biased genes (*dio2*, *igf1*, *ptgdsb*, *gabbr1b*) have a threshold effect that facilitates behavioral sex differences. However, we cannot rule out a potential linear relationship for other genes. 

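In the RNA-sequencing libraries, the log2 fold change (male over female, on log2(CPM + 0.5)) was 0.02 for cfos, listed as fos (standard error 0.11, adjusted p = 0.956 from limma with Benjamini-Hochberg adjustment). Expression of gabbr1a was 22.1 ± 4.71 CPM in males and 19.8 ± 7.81 CPM in females (SD, n = 8 libraries each), a log2 fold change of 0.26 (standard error 0.15, limma with Benjamini-Hochberg adjusted p = 0.566). This difference came from LSB, where it was 1.08; without LSB it was -0.02 (limma with Benjamini-Hochberg adjusted p = 0.964, from 0.426 to 0.964 over the alternatives). Expression of gabbr1b was 164 ± 6.12 CPM in males and 159 ± 23.6 CPM in females (SD, n = 8 libraries each), a log2 fold change of 0.06 (standard error 0.07, limma with Benjamini-Hochberg adjusted p = 0.752). The lowest gabbr1b value, 108 CPM, was in the library labelled LSB female pool 2, without which the log2 fold change was -0.01.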

A multidimensional study identifying markers for anxiety in male rodents suggested cfos and gabbr1 receptor as top candidates [50]. Surprisingly, the expression of these genes was not correlated with our anxiety-related behavioral measure in either sex. Species differences or an unidentified non-linear relationship may account for this observation.

**Figure 4:**
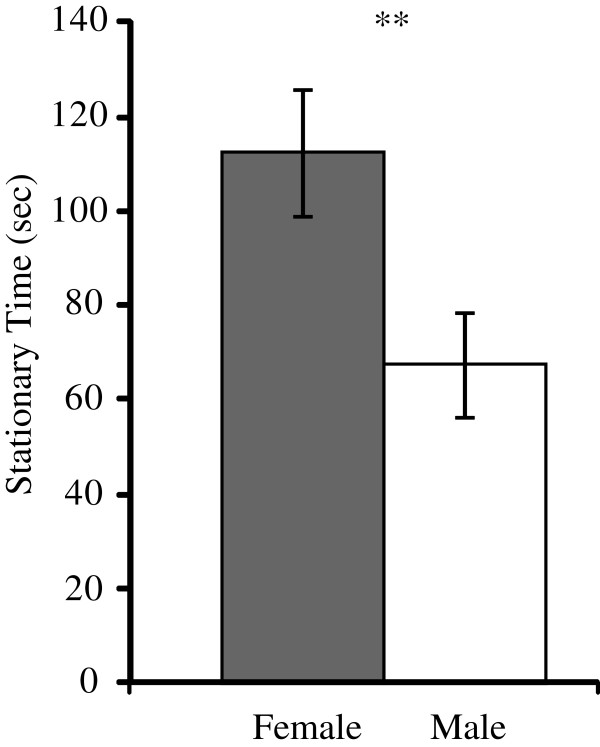
**Time spent stationary in females and males.** Gray and white bars are females (n = 54) and males (n = 58), respectively. Error bars represent standard error. **, p < 0.01.

**Figure 5:**
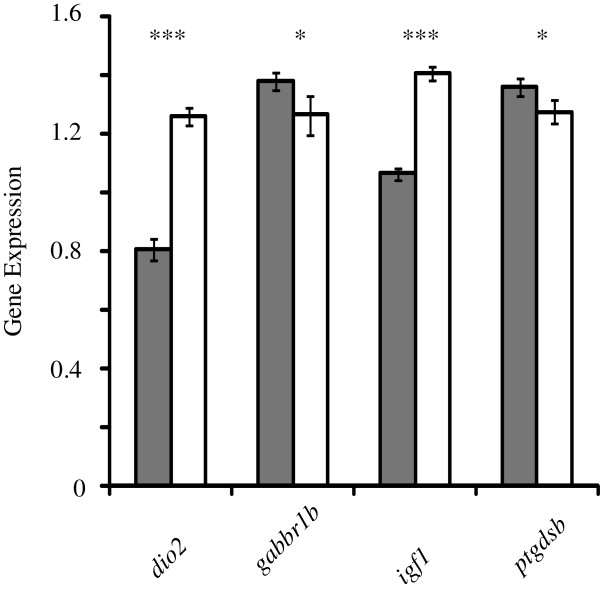
**Significantly differentially expressed genes by qRT-PCR.** Gray and white bars represent female (n = 18) and males (n = 18), respectively. Gene expression was normalized to a housekeeping gene. Error bars represent standard error. ***, p < 0.001; *, p = 0.05.

### Gene coexpression network interactions differ between the sexes

WGCNA analyses revealed that the female and male zebrafish brain transcriptomes can be clustered into 25 and 35 modules, respectively (Additional file 5, Additional file 3). In females, 12 of the 25 identified modules showed strong preservation in males. Three modules, however, showed very weak preservation (i.e. unique to females) in males (Additional file 5: Figure S1A). These modules consisted of 418 genes and gene ontology analysis showed no terms were over-enriched. 

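The copy of the module lists in Additional file 3 used here holds 1999 of the 15304 genes for each sex, so that 8 male modules and 2 female modules are complete in it and the others are not analysed here. Over the CPM values of the 8 male and 7 female libraries, the mean absolute correlation between genes of these male modules was between 0.543 and 0.762 in males and between 0.353 and 0.471 in females. The correlation of the pairwise values in males with those in females was lowest in bisque3 (36 genes, r = 0.157), blue2 (69 genes, r = 0.182) and chocolate3 (50 genes, r = 0.199) and highest in brown3 (252 genes, r = 0.729). Over 1000 genes drawn at random it was 0.493. The 2 female modules had values of 0.641 (antiquewhite, 1741 genes) and 0.406 (bisque2, 68 genes). These correlations are across gene pairs, which are not independent replicates, and the modules were defined on the same libraries, which favors higher correlations in the sex they were defined in.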

In males, 13 of the 35 modules identified were strongly preserved in females but seven modules showed very weak preservation (i.e. unique to males) (Additional file 5). The seven modules represent 311 genes but do not show over-enrichment of any gene ontology terms. Although the majority of the genes are expressed at a similar level (Additional file 1), network analyses suggest that the genes are largely co-regulated in different ways (Additional file 5) in males and females. We hypothesize that the modules weakly preserved in the opposite sex, when subjected to hormonal, ecological, or social environmental variation, may facilitate the flexibility of sex-specific behavior and physiology in teleosts.

To compare network properties between categories of significantly over-enriched gene ontology terms (Table 1), we assessed the preservation of gene-expression network interactions between the sexes. 

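The 45 genes drawn in Figure 6 form 990 pairs, for each of which the correlation of log2(CPM + 0.5) was computed within 7 female and within 8 male libraries, without the library labelled LSB female pool 2. Across pairs, which are not independent replicates, the female and male correlations had r = 0.556, and 70.1% of pairs had the same sign in both sexes. Among 10000 random lists of 45 genes matched on mean expression, the median was 0.418, 95% of them lay between 0.263 and 0.578, and a share of 0.0463 was as high as the observed value. After each strain's mean was subtracted, which also leaves fewer independent values per gene, r was 0.355, against a median of 0.294 for random lists, of which a share of 0.165 was as high. This mean was taken over both sexes, so sex differences within a strain enter the female and the male correlations alike. That favors a positive r, also in random lists, so 0.355 is not a measure of shared coexpression by itself.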

Genes associated with the extracellular matrix showed moderate preservation between males and females (Zsummary score = 5.97, Figure 6). Not only do genes associated with the extracellular matrix show sex-biased expression, but the coexpression network also differs between the sexes. The differences in presumed co-regulation of these genes may explain the sex-biased expression. The extracellular region (Zsummary score = 14.44) and structural molecule activity (Zsummary score = 17.00) gene ontology terms displayed very high preservation of gene expression interactions between the sexes (Additional files 6 and 7). Despite sex-biased expression in genes associated with the extracellular region and structural molecule activity, the gene coexpression networks are largely similar between the sexes. The mechanism warrants further study.

**Figure 6:**
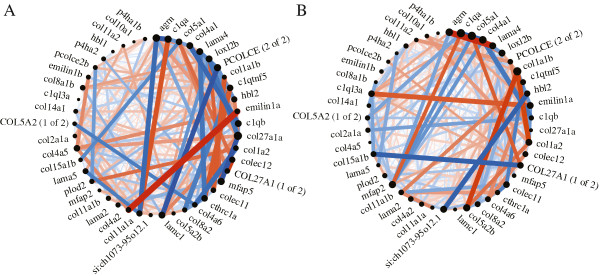
**Extracellular matrix gene coexpression network.** Genes associated with extracellular matrix showed moderate preservation in direction of correlation (color, red = r > 0, blue = r < 0)), correlation coefficient (thickness = | r |), and network centrality (diameter of black circle) between the **(A)** females and **(B)** males.

## Conclusions

Sex differences in morphology, physiology and behavior are prevalent across many species. In teleost fishes, sexual plasticity is often very high. As an initial attempt to understand a mechanism of sexual plasticity in fish, we characterize sex differences in basal gene expression levels, gene coexpression networks, and stress and anxiety-related behavioral responses across several lines of zebrafish. We identified that a small fraction (0.4%) of the neural transcriptome is differentially expressed at the basal level after controlling for line differences. Interestingly, observing less sexual dimorphism in gene expression in the brain relative to other tissues is consistent with studies in a wide variety of taxa from fruit flies to birds and to rodents [4, 26, 45, 46, 51]. Sex-biased genes in zebrafish are associated with steroid hormone biosynthesis and synaptic plasticity suggesting local neurosteroid production to be a key modulator of the sexual plasticity observed in adult teleosts. Since we did not detect any overrepresentations of general biological, cellular, or molecular pathways in the sex-specific modules, with approximately half the modules showing moderate to weak preservation across the opposite sex, it is suggestive that certain genes in the transcriptome are being co-regulated in a sex-specific manner. Of the genes analyzed, we did not observe any correlation between basal level of expression and stationary behavior. The presence of only modest differences in gene expression across the brain transcriptome coupled with sex-specific gene coexpression networks possibly allows for sexual plasticity in teleosts to be easily modulated by hormonal, ecological, or social factors.

## Methods

### RNA sequencing analysis

In four lines of zebrafish we quantified and compared the whole-brain transciptomes in males and females. All fish were maintained in mixed sex 100-liter tanks on a recirculating filtration system at 28°C with a 12:12 light dark cycle and fed daily. Two zebrafish lines, AB and Scientific Hatcheries (SH) were purchased from commercial suppliers, Zebrafish International Resource Center and Scientific Hatcheries, respectively. The other two lines (HSB, LSB) originated from wild caught individuals and were produced through selective breeding (as described in [11]). The SH and AB lines were maintained in our laboratory for one and four generations, respectively. The HSB and LSB individuals were six generations removed from the wild. All individuals (n = 20 for each sex for each line) were 17 weeks post-fertilization and sexually mature. Sex was assigned by confirming presence of testis or ovaries on dissection. Fish were removed from their home tanks and quickly sacrificed between 09:00 – 12:00. Brains were removed in under three minutes following removal from the tank, stored in RNAlater (Ambion, Austin TX) at 4°C overnight and then stored at −80°C until RNA extraction. Due to limited numbers of fish in the HSB and LSB lines, 15 of the individuals we sampled from each of these lines (of 40 total) had undergone behavioral testing three weeks prior (see below). All procedures and protocols in this study were approved by the North Carolina State University Institutional Animal Care and Use Committee.

RNA extraction and RNA-sequencing followed our previously established protocol [52]. Briefly, RNA was extracted from 160 individuals (20 individuals of each sex for each strain) using RNeasy Plus Mini Kit (Qiagen). As the goal of this part of the experiment was to assess a general effect of sex on the transcriptomes, for each strain we pooled one microgram of total RNA from 10 same sex individuals into one biological replicate. This resulted in eight biological replicates for each sex (two biological replicates for each strain). RNA quality was assessed with an Agilent 2100 Bioanalyzer (Agilent) and all samples had RNA integrity numbers (RIN) above 8.0. We followed the manufacturer’s protocol for cDNA library preparation (TruSeq RNA Sample Prep V2, Illumina) and submitted our samples to the Genomic Sciences Laboratory at North Carolina State University for 72 bp single-end RNA sequencing (Illumina GAIIx). Utilizing a balanced block design [53], all samples were multiplexed and run across 16 lanes. We combined reads across all lanes that passed default quality control filters, which resulted in approximately 52 million reads per biological replicate (ranging from 34–65 million reads). This data is accessible through NCBI’s Gene Expression Omnibus (GSE61108). We aligned the reads to the *Danio rerio* genome (assembly Zv9 [17], release 71) using GSNAP [54] with default parameters. We used HTSeq to quantify the number of reads aligned to each gene using the “union” mode. We employed a two-factor design using EdgeR [55] to assess differential expression of protein-coding genes between the sexes with strain as a cofactor. We used gProfiler [56, 57] to determine significantly over-enriched gene ontology (GO) terms. We utilized the default false discovery rate (FDR) corrections in both EdgeR and gProfiler. Statistical significance was defined as p_FDR-corrected_ < 0.05.

### Gene coexpression network analysis

To characterize the gene expression network dynamics we utilized weighted gene co-expression network analysis (WGCNA [58]) using normalized expression counts from all the genes that underwent differential expression analysis in edgeR. WGCNA clusters together highly correlated genes into modules, which can then be used to assess a variety of attributes (see [58] and references within for full details). We assessed network dynamics with two goals in mind: 1) identify modules associated with sex and 2) identify modules unique to one sex (i.e. not preserved across sexes). WGCNA analysis revealed that one of the LSB strain female biological replicates was an outlier and we removed that sample from all WGCNA analyses. 

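Which LSB female pool was left out can be read from the gene significance for sex, the correlation of each gene with sex, in Additional file 3. The copy used here holds it for 1999 of the 15304 genes. When the correlation with sex was recomputed from the CPM values over 15 libraries, leaving out LSB female pool 2 gave the paper's value within 1e-05 for all 1999 genes. Leaving out LSB female pool 1 in its place gave a correlation of 0.939 with the paper's values across genes, and leaving out no library gave 0.931. The library labelled LSB female pool 2 had 26928706 reads on genes. Its mean correlation with the 15 other libraries, on the log2 scale across genes, was 0.975, the lowest of all 16 libraries.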

To identify modules associated with sex, we ran WGCNA on all 15 samples. Subsequently within modules that passed FDR correction, we assessed the relationship between gene significance for sex and module membership. Module membership represents the correlation of the module eigengene and the gene expression profile and is used as a proxy for measuring how central the gene is within the module (see [58] for more details). We ran separate WGCNA analyses for each sex (n = 7 for females and n = 8 for males) to assess module preservation across sex. In all cases we adjusted soft-threshold (β) values to ensure an approximate scale-free topology [59], set the minimum module size to 30 and a dynamic tree cut height to 0.3 to ensure a larger number of genes in each module to assess intramodule dynamics, and used the default parameters for all other WGCNA settings. Statistical significance of modules associated with sex was determined when p < 0.05 using a Benjamini-Hochberg correction. Module preservation statistics across sex were conducted and defined as in [60]: Preservation Z-Summary scores greater than 10, between 10 and 2, and less than 2 are designated as strongly, moderately, and weakly (i.e. unique) preserved. Preservation Z-Summary is a composite summary statistic that includes measures of density and connectivity between networks and is used to measure the preservation of network properties within a module or set of genes between two networks (see [60] for more details).

We also assessed the preservation of genes assigned to the gene ontology terms extracellular matrix part (GO ID: 0044420), extracellular region (GO ID: 0005576), and structural molecule activity (GO ID: 0005198) between males and females. We selected these gene ontology terms because they were significantly over-enriched from our edgeR analysis (see Results) and were parent terms to the other over-enriched terms. Although isoprenoid binding (GO ID: 0019840) is a parent term, we did not analyze preservation between sexes because this GO term comprises only three genes in zebrafish. Analysis and visualization of the preservation of these genes between the sexes followed an established protocol [60]. We defined preservation across sexes as above.

### Behavioral analysis

We exposed males and females from each of the HSB and LSB lines (n = 54 for females, n = 58 for males) to an open field test using established methods [11, 61]. Briefly, we exposed individual fish to a 30 × 30 × 10 cm (width × length × height) arena filled with 4 liters of aquarium system water (water used to house fish). During the five minute trial we recorded the amount of time spent stationary (moving less than 0.1 cm/s) using automated software (TopScan Lite, Reston, VA, USA). Of these fish, 18 of each sex were from the same cohort as those used in the RNA-sequencing analyses. Nine fish of each sex from each line were individuals seven generations removed from the wild and sacrificed immediately after the behavioral assay and prepared for quantitative reverse transcriptase PCR analysis (see below). We chose to examine only HSB and LSB lines because we have previously shown that females show higher stress and anxiety-related behavioral displays than males in these lines [11]. We assessed differences in stationary time using a general linear model with sex and strain as cofactors (SPSS version 20).

### Quantitative reverse-transcriptase PCR

For 36 fish (18 of each sex) we measured the expression of *cyp19a1b*, *cfos*, *dio2*, *igf1*, *gabbr1a*, *gabbr1b*, *ptgdsb*, and *pmchl* through quantitative reverse transcriptase PCR (qRT-PCR). We selected these genes because they show sex differences in zebrafish from our RNA-sequencing results (*cyp19a1b*, *dio2*, *igf1, ptgdsb*, *pmchl*) or are associated with stress and anxiety related behaviors in other species [50]. 

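In the RNA-sequencing libraries, pmchl (ENSDARG00000076978) had 132 ± 43.6 CPM in females and 104 ± 25.2 CPM in males (SD, n = 8 libraries each). Its log2 fold change was -0.32 (standard error 0.08, adjusted p = 0.212 from limma with Benjamini-Hochberg adjustment). The difference had the same sign in all 4 strains, from -0.06 in SH to -0.49 in HSB. It did not pass the threshold in any of the 26 alternatives tried, with a limma adjusted p between 0.0924 and 0.519 after Benjamini-Hochberg adjustment.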

All fish were immediately sacrificed after open field testing (see above). Preparation, execution, and anlaysis of the qRT-PCR followed methods described previously [52]. Briefly we homogenized tissue in Trizol (Invitrogen) and extracted the RNA through column filtration (RNeasy Plus Mini Kit, Qiagen). RNA was subsequently converted to cDNA (SuperScript III First-Strand Synthesis System for qRT-PCR, Invitrogen) and purified (Amicon Ultra −0.5 mL 30 K Centrifugal Filters, Millipore). We ran qRT-PCR reactions on an ABI 7900HT Fast Real-Time PCR system (Applied Biosystems) using SYBR Select (Applied Biosystems). Primers either spanned exon-exon junctions or the amplicon spanned two exons with an included intron region over 1 kilobase. Each sample was run in triplicate (see Additional file 8 for primer sequences, amplicon lengths, and qRT-PCR reaction parameters). Gene expression was normalized to the expression of a housekeeping gene (*ef1a*). Transcript abundances for *ef1a* have been shown to be stable across sex and age in zebrafish [62]. To assess differences in gene expression between the sexes we used a general linear model with strain as a cofactor. We predicted that qRT-PCR patterns would follow those seen in the RNA-sequencing analysis and assess statistical significance using one-tailed p-values. We used Pearson’s correlations to assess relationships between gene expression and stationary behavior and determined significance with two-tailed p-values. Statistical analyses were performed in SPSS (version 20).

## Availability of supporting data

The data set(s) supporting the results of this article is(are) included within the article (and its additional file(s)). Data is also accessible through NCBI’s Gene Expression Omnibus (GSE61108).

## Electronic supplementary material

Additional file 1: **Quantification (counts per million) and statistical results of all genes that underwent differential expression analysis.** Male-biased and female-biased genes are highlighted in the Sex-biased Genes worksheet in blue and red, respectively.

Additional file 2: **Labeling of sexually dimorphic genes on zebrafish chromosomes.** Genomic location of the differentially expressed genes (red lines) does not strongly correspond to putative sex-associated regions (gray [13]).

Additional file 3: **Module classifications of the zebrafish (both male and female), male only, and female only transcriptomes.** The 26 genes in common across the four modules associated with sex differences and genes showing sex-biased expression are highlighted in yellow within the male and female combined classification worksheet. Each classification is on a separate worksheet.

Additional file 4: **Correlation between stationary time and gene expression measured by qRT-PCR for both females and males.**

Additional file 5: **Analysis of module preservations across each sex.** Preservation scores for the 25 and 35 modules identified in the A) female and B) male transcriptomes, respectively. Preservation score designations follows that in [60].

Additional file 6: **Extracellular region gene coexpression networks.** Genes associated with extracellular region and structural molecule activity showed high preservation in direction of correlation (color, red = r > 0, blue = r < 0)), correlation coefficient (thickness = | r |), and network centrality (diameter of black circle) between females and males.

Additional file 7: **Structural molecule activity gene coexpression networks.** Genes associated with extracellular region and structural molecule activity showed high preservation in direction of correlation (color, red = r > 0, blue = r < 0)), correlation coefficient (thickness = | r |), and network centrality (diameter of black circle) between the females and males.

Additional file 8: **qRT-PCR primer characteristics.**

# Supplementary material for: Limited sex-biased neural gene expression patterns across strains in Zebrafish (Danio rerio)
**Source:** BMC Genomics. 2014 Oct 17;15(1):905. doi: 10.1186/1471-2164-15-905
**Supplement:** Supplementary file 4 — Additional file 4: Correlation between stationary time and gene expression measured by qRT-PCR for both females and males.

Additional file 4: Correlation between stationary time and gene expression measured by qRT-PCR for both females and males.

|  | **Female** | | **Male** | |
| --- | --- | --- | --- | --- |
| **Gene** | **Pearson’s r** | **p-value** | **Pearson’s r** | **p-value** |
| *cyp19a1b* | -0.123 | 0.626 | -0.103 | 0.684 |
| *cfos* | -0.213 | 0.396 | 0.19 | 0.451 |
| *dio2* | 0.266 | 0.286 | -0.079 | 0.755 |
| *igf1* | 0.25 | 0.317 | 0.034 | 0.897 |
| *gabbr1a* | 0.09 | 0.723 | 0.055 | 0.828 |
| *gabbr1b* | -0.151 | 0.549 | 0.288 | 0.247 |
| *ptgdsb* | 0.015 | 0.953 | 0.458 | 0.056 |
| *pmchl* | 0.144 | 0.569 | -0.095 | 0.708 |

# Supplementary material for: Limited sex-biased neural gene expression patterns across strains in Zebrafish (Danio rerio)
**Source:** BMC Genomics. 2014 Oct 17;15(1):905. doi: 10.1186/1471-2164-15-905
**Supplement:** Supplementary file 8 — Additional file 8: qRT-PCR primer characteristics.

Additional file 8: qRT-PCR primer characteristics

| Gene Symbol | Forward Primer | Reverse Primer | Amplicon Length |
| --- | --- | --- | --- |
| CFOS | 5’-TACACTGCAAGCTGAAACTGACCA-3’ | 5’-TTGTGTGCGGCGAGGATGAA-3’ | 114 |
| CYP19A1B | 5’-GTTACAGTCGGTTCCTCTGG-3’ | 5’-GCTCTTCAGGACATGGTACAC-3’ | 146 |
| DIO2 | 5’-CTACAAACAGGTGAAATTGGGCG-3’ | 5’-GGTTGTGGGTCTTACCGCTG-3’ | 101 |
| EF1A | 5’-CCTCTTGGTCGCTTTGC-3’ | 5’-GGTGTGATTGAGGGAAATTCA-3’ | 150 |
| GABBR1A | 5’-CCCAGAGACGGAGGGATACG-3’ | 5’-CGGGCACATCATCAAGCATCT-3’ | 198 |
| GABBR1B | 5’-AGGTGTTGCCGGTGGATTATGAAA-3’ | 5’-TGGAGGATGAACCGTCACACG-3’ | 188 |
| IGF1 | 5’-TGAGATGTGACATTGCCCGC-3’ | 5’-AGCGCATGGTACACTTAAAGACA-3’ | 158 |
| PMCHL | 5’-ACCGCTAAAGCAAACGCTCA-3’ | 5’-CTGGAGCCACCAGGTGTAGA-3’ | 199 |
| PTGDSB | 5’-TGCCTATGACTGACTTCGACCT-3’ | 5’-AGCAGGAACCATCACTCTTTAGG-3’ |  |

qRT-PCR parameters (all genes): 2 min at 50°C, 2 min at 95°C, followed by 40 cycles at 15 sec 95°C and 1 min 60°C. Primer concentration was 5 pmol for EF1A, GABBR1A, IGF1, PMCHL, PTGDSB, and 1.5 pmol for CFOS, CYP19A1B, DIO2, GABBR1B.

How the deposited data were processed for this re-analysis (not part of the article)

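RNA-sequencing of whole brains was analysed from 4 zebrafish strains (AB, LSB, SH and HSB), with 2 pools of 10 fish for each strain and sex, 16 libraries in all. The authors combined reads over the lanes of a balanced multiplexed design, aligned them to the Danio rerio genome with GSNAP, counted reads per gene with HTSeq in union mode, kept protein coding genes and deposited CPM values, scaled to a sum of 1000000 per library, for 15304 genes. The paper's text does not name the filter that gave this set of genes; every gene of the table has a CPM over 1 in at least 4 libraries. The deposited CPM values carry no further scaling between libraries. All 16 columns were assigned by the strain, sex and pool number in their names, and 0 columns of other samples were present.

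The depth was read from the CPM values, which are whole multiples of the value of a single read: from 18398865 to 35737825 reads on genes per library, with a median of 28773428. Taken over all genes, differences between pools, which hold different fish, exceeded the sampling noise in all 8 pairs of replicates. How far this sets the precision of single genes was not tested.

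Sex differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(CPM + 0.5) for all genes, with strain and sex as terms and a threshold of 0.05 on the Benjamini-Hochberg adjusted p. The same values were used for differences between strains (sex as a further term) and for the sex by strain interaction. Fold changes are therefore on the log2(CPM + 0.5) scale. The authors used edgeR with sex and strain as factors. Count tests on the reads, which had been planned as alternatives, were not run. The values are whole multiples of a single read, but the table, already filtered, holds fewer values at low read numbers than were required here before tests on such reads, so the read numbers serve only to describe depth. Gene lists were tested with camera (preset correlation 0.01) and fry of limma, as 12 lists in a family. The lists were the collagen genes and the extracellular matrix genes of Figure 6, together with markers of inner ear, cartilage and bone, myelin, interferon response, blood, pituitary, retina, skeletal muscle, neurons and radial glia. The marker lists were written before the deposited values were opened but after Additional file 1 had been read. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the plot was drawn with matplotlib 3.10.9. Permutations of strain numbered 100000, and random gene lists 10000; the random seed was 1.

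The genes named in the text are every gene the paper names, and the 5 male-biased and 5 female-biased genes with the largest changes past the threshold that went in the same direction in at least 3 strains. The top of Additional file 1 had been read when this rule was set. The genes f13a1a.1, CR391967.1, rbp4 and rbp1b and those with an interaction were chosen after their values had been seen. Ensembl identifiers and symbols are those of the deposited table. Gene lengths came from a list of reference genes matched by symbol for 13406 of the 15304 genes (87.6%) and were used for no coordinates.

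The methods were tested on simulated data. With 200 of 15304 genes changed between the sexes in values drawn from the means and depths of these libraries, limma found 61.5% of the genes changed 1.25-fold, 99% of those changed 1.5-fold and 100% of those changed 2-fold, with 7, 11 and 8 false calls. When the sex labels of 1 female and 1 male library were exchanged in the simulation, these shares were 25%, 86.5% and 98%. Every simulated gene had the same dispersion of 0.01, and no trend with gene length or pool number was put in. The shares therefore test the code and do not give the power of limma in the real libraries.

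The alternatives tried were a rescaling of the libraries by their median ratio, a filter on mean CPM of at least 1, added constants of 0.1 and 1, the replicate number within strain as a block, leaving out each strain, leaving out both LSB pools numbered 2, and leaving out each library in turn. Network analyses of the paper (WGCNA modules, their association with sex and their preservation scores) were not recomputed, and correlations within given gene lists were computed in their place. The qRT-PCR and behavioral measurements were not analysed here.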

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

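The tests of label exchange, gene length, pooled sexes and pool number described here were chosen after the results they bear on had been seen. Each value was compared within the 8 female and within the 8 male libraries, as the gap between the most extreme library and its neighbor divided by the range of the 8, against Dixon's critical ratio of 0.526. Of 84 such comparisons (named genes and lists relative to strain means, correlations, read numbers and length trends), 28 exceeded it, where chance gives 4.2, and 26 of them concerned the libraries labelled LSB female pool 2 and LSB male pool 2. The genes overlap with a single module of the paper, so these are not independent.

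The library labelled LSB female pool 2 stood apart from the other 7 female libraries in 16 comparisons. The ratio was 0.850 for dio2, 0.837 for CR391967.1, 0.834 for gabbr1b, 0.833 for f13a1a.1, 0.717 for inhbaa, 0.672 for si:ch211-131k2.2, 0.649 for slc25a18, 0.647 for igf1, 0.635 for olig2, 0.605 for nkx6.2, 0.603 for ckmt1, 0.599 for gdpd5a, 0.581 for cyp19a1b and 0.570 for hsd17b3. It was 0.811 for the named midnight blue genes as a list and 0.667 for the neuron list. The library labelled LSB male pool 2 stood apart from the other male libraries in 10. Its ratio was 0.852 for dio2, 0.838 for ckmt1, 0.764 for hsd17b3, 0.756 for slc25a18, 0.678 for si:ch211-131k2.2, 0.675 for igf1, 0.670 for CR391967.1, 0.641 for inhbaa, 0.623 for f13a1a.1 and 0.868 for the midnight blue list. The remaining comparisons were cldn19 in HSB female pool 2 (ratio 0.578) and the inner ear list in LSB male pool 1 (0.713).

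In these comparisons the values of both LSB pools numbered 2 lay on the side of the other sex, except for gabbr1b and the neuron list, which were lower in the library labelled LSB female pool 2 than in every male library. Expression of f13a1a.1, named after its values had been seen, was between 25.8 and 53.7 CPM in the female and between 1.12 and 5.72 CPM in the male libraries of the other strains. In LSB it was 39.7 CPM in female pool 1 and 4.71 CPM in male pool 1, but 1.52 CPM in the library labelled female pool 2 and 54.5 CPM in the one labelled male pool 2. For a score from the 20 genes with the lowest p for sex in the other 3 strains, all 12 libraries of AB, SH and HSB lay on the side of their label. The LSB scores were -0.20 in female pool 1 and 0.25 in male pool 1, and 0.29 and -0.34 in the libraries labelled female pool 2 and male pool 2. The size of 20 was chosen after the scores had been seen. With 50 genes these 2 libraries scored 0.09 and -0.13, and with 100 genes -0.02 and -0.06, so the pattern is carried by the genes with the lowest p.

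An exchange of the sex labels of these 2 libraries is a candidate explanation. With their labels exchanged, 38 genes passed the adjusted threshold in limma, against 6 with the labels as deposited. None of the 12 exchanges of a female and a male library in AB, SH or HSB left a gene past it; in LSB the exchange of the pools numbered 1 gave 8 and the mixed exchanges 1 and 0. Other explanations were set against the values. A sex effect that is reversed in LSB as a strain would also show in the pools numbered 1, but there 18 of the 20 genes went in the direction of the other strains, against 5 of 20 between the pools numbered 2. Pools of equal parts of both sexes would score near 0, and LSB male pool 2 scored -0.34. Gene length explains at most part of it: after the trend with length and expression level was removed, the mean male over female difference of the 18 score genes with a known length was -0.71 (standard error 0.28) between the pools numbered 2, and -0.69 before. Against a plain exchange stands that, of the 109 genes past the threshold without LSB, 46 followed the labels and 63 went against them between the pools numbered 2 (74 and 35 between the pools numbered 1). Among the 37 genes with an absolute log2 fold change of at least 0.4 in the other strains 16 followed the labels between the pools numbered 2 and 23 between the pools numbered 1, and among the 26 with at least 0.6 these were 11 and 15. The median difference between the pools numbered 2, in the direction of the other strains, was -0.06, -0.44 and -0.75 in these 3 sets, so the sizes point to the other sex where the counts are divided. The inner ear list also goes against an exchange of the pools numbered 2: relative to the LSB mean it was -0.47 in the library labelled female pool 2 and 0.41 in male pool 2, as in the other strains, but 0.44 in female pool 1 and -0.38 in male pool 1; it varies between replicate pools with an SD of 0.373. The interferon response list goes against an exchange as well, with an SD of 0.139 between pools. Relative to the LSB mean it was -0.09 and -0.43 in female pools 1 and 2. In male pools 1 and 2 it was 0.42 and 0.09. In AB, SH and HSB every library lay on its label's side. The inner ear and interferon response lists were written after the top of Additional file 1 had been read. Its p-values rest on the deposited labels, which favors lists that follow these labels in LSB, so their weight against an exchange is limited. All 6 genes past the threshold with the deposited labels separated by label in LSB. For ptgdsb this was 168 to 185 CPM in females and 124 to 138 CPM in males. Choosing them with these labels favors genes that follow them. The paper reports that sex was assigned by dissection and that an LSB female replicate was an outlier in its network analysis. In its qRT-PCR on other fish of HSB and LSB, with strain as a cofactor, the paper found dio2 and igf1 higher in males. It found no sex difference in cyp19a1b there. That bears on whether LSB has the sex difference in dio2 and igf1, but the paper's text gives no qRT-PCR values for LSB alone. Those fish were not in these pools. The exchange is a hypothesis found and tested on the same data, and only the fish or the RNA can settle it.

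The library labelled LSB female pool 2 also differed from the rest of its strain across all genes. Its deviation from the mean of the other LSB libraries fell with gene length (Spearman rho = -0.455 across genes), where the strongest trend of any library outside LSB was 0.161 in absolute value. The other LSB libraries also exceeded that, with -0.176 in female pool 1 and 0.369 and 0.434 in male pools 1 and 2, and their values depend on each other because each is set against the mean of the others. This is consistent with a gene length bias, which is not confined to that library, and a difference between the LSB pools labelled female and those labelled male stays open. Low depth would not account for it, since 6 of the other libraries had fewer reads.

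The sex effect differed between strains for 5 genes by the sex by strain interaction in limma, named after their values had been seen. The Benjamini-Hochberg adjusted p in limma was 0.00953 for hmgcs1, 0.00984 for SQLE, 0.00984 for TUBB2B, 0.0185 for CU694197.1 and 0.0353 for h1fx. Expression of hmgcs1 and SQLE, which belong to sterol synthesis, was lower in males in SH (-0.72 and -0.74) and higher in males in HSB (0.33 and 0.36). TUBB2B had 0.39 and 0.54 CPM in the SH female pools and 7.54 and 5.59 CPM in the SH male pools, a difference of 2.86, and -0.02, -0.42 and -0.25 in AB, LSB and HSB; it belongs to a family of near-identical genes whose reads could be shared, and h1fx differed by 0.43 in SH. CU694197.1 differed by 0.89 in LSB, with 5.70 and 4.79 CPM in the pools labelled female and 10.4 and 9.83 CPM in those labelled male. Of 100 splits of the libraries within strains, 2 gave as many interaction genes, the real one included. The other, with 25 genes, kept the sexes of AB, SH and HSB apart, with their direction reversed in AB and HSB, and exchanged the LSB pools numbered 2. The number of such genes was not stable when single libraries were left out. Strain variants against the reference were not tested, and a sex effect particular to a line stays open.

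A signal that the paper does not report followed the pool number. Without LSB, 171 genes differed between the pools numbered 1 and those numbered 2 (limma without sex as a term, Benjamini-Hochberg adjusted p under 0.05). This was more than the 109 between the sexes in the same libraries. With both sex and pool number in the model, 313 genes differed by number and 168 by sex. Scored on 20 genes taken from the other strains, all 12 libraries of AB, SH and HSB fell on the side of their number. The trend of expression with gene length was negative in pool 1 and positive in pool 2 in all 6 pairs of AB, SH and HSB, which is consistent with a shared difference in handling or library preparation between the pools, and in this design it is balanced against sex. In LSB the pattern was another: the scores were -0.11 in female pool 1, -0.16 in the library labelled female pool 2, 0.04 in male pool 1 and 0.24 in male pool 2. With LSB included as labelled, 8 genes differed by number in the model without sex. With sex as a further term 4 did, and 0 when AB, SH or HSB was left out. Without sex in the model, 395 differed with the 2 LSB pools labelled female as 1 group and the 2 labelled male as the other. With the third division 0 did (847 at an unadjusted p under 0.05). Whether pool numbers were exchanged in LSB and a sex-linked difference in length trends cannot be told apart, because that division is also the division by the sex labels of LSB.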

How the results depend on the processing

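The alternatives were set before the deposited file was opened, except 3 with the pool number, named below; part of Additional file 1, which lists values of the same libraries, had been read by then. The planned count tests, edgeR's likelihood ratio and quasi-likelihood tests and DESeq2, were not run. The filter on mean CPM removed 3 genes and is close to no change. Interaction models without 1 library or without both LSB pools numbered 2 leave a strain and sex with 1 pool, so no number of genes is reported for them; it moved far up and down in these fits, and the 5 interaction genes are not shown to be stable to the choice of libraries. Leaving out both LSB pools numbered 2 was chosen after seeing values of these libraries, because Additional file 1 lists f13a1a.1 and dio2 in them at the level of the other sex.

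With all 16 libraries, 6 genes were sex-biased. In 100 splits of the libraries within strains (of 648 possible) the real one alone, 1 of 100, gave as many genes with an adjusted p under 0.05. Among splits outside these 100, exchanging the labels of the LSB pools numbered 2 gave 38 genes and exchanging those of the LSB pools numbered 1 gave 8, so the real split is not the largest of all. The number was 5 after rescaling by median ratios and 6 with the filter or with added constants of 0.1 or 1. It was 109 without LSB (85 male-biased, 24 female-biased, all 6 among them), 1 without AB, 0 without SH and 0 without HSB (1299 and 1385 at an unadjusted p under 0.05), and 80 without both LSB pools numbered 2. Across the 16 fits that each left out 1 library it lay between 5 and 52; it was 10 without AB female pool 2, 35 without LSB male pool 2, 52 without LSB female pool 2 and at most 9 in the others. The fits without a strain or library have fewer samples, which can lower the number. But the fits without LSB, SH and HSB each had 12 libraries, so sample number does not explain their difference of 109 against 0 and 0. What lowered the number without AB, SH or HSB was not tested. The rise without LSB libraries is taken up among the results for a closer look.

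Whether the pool numbers pair the libraries was checked by the correlation, across genes, of the pool 1 minus pool 2 difference in females with that in males: 0.07 in AB, -0.21 in LSB, -0.09 in SH and 0.31 in HSB, so the numbers are not taken as pairs. With the replicate number as a block, 4 genes passed (3 of the 6 among them). Because pool number carried a signal, 3 alternatives were added after seeing the data. With pool number as a term 8 genes passed; without LSB, 168 passed with the pool number as a term (including all 109) and 135 with the replicate block (97 of the 109). Of 100 splits of the 12 libraries without LSB, 2 gave at least 109 genes, the real split and the one by pool number with 171.

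The number of strain-dependent genes stayed within 1.5 times of 9417 in all its alternatives (8261 to 9827), and 1 of 100 random regroupings, the real one, gave as many; the largest other gave 1007. The 5 interaction genes became 7 at most under other constants, the filter or rescaling, which leave all libraries in the model. The share of distance by strain was between 64.7% and 68.1%. The share by sex was between 3.73% and 4.64% when 1 library was left out, with an exact permutation p between 0.0231 and 0.103; 10 of these 16 fits were not under 0.05, and these have fewer samples. The collagen genes stayed higher in males and had an unadjusted p under 0.05 in camera and in fry (at most 0.0165, in fry without SH) under all their alternatives, with means from 0.20 to 0.30, of which the fits without 1 library gave 0.21 to 0.27. The extracellular matrix correlation between the sexes was 0.557 with all 16 libraries and 0.567 on CPM. It was 0.355 after strain means over both sexes were subtracted, which itself favors a positive value, and a share of 0.165 of the random lists was as high. The cause of the lower value was not tested beyond that subtraction. The midnight blue score kept an exact permutation p under 0.05, with r from 0.665 (16 libraries) to 0.962 and from 0.822 to 0.962 when 1 library was left out. The gene significances correlated with the paper's at 0.998 on the log2 scale in place of 1 on CPM.

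Of the 26 named genes, 3 reversed direction in some alternative, none with an adjusted p under 0.426 (limma with Benjamini-Hochberg adjustment) in any alternative, and the cause was not tested. The log2 fold change of fos was -0.14 without HSB and between -0.043 and 0.10 when 1 library was left out; gabbr1a log2 fold change was -0.017 without strain LSB; gabbr1b log2 fold change was -0.047 without strain LSB, -0.021 without both LSB pools numbered 2 and between -0.0077 and 0.081 when 1 library was left out. Among 416 gene results with 1 library left out, 376 kept direction and side of the threshold, 21 became stronger and 13 weaker; among 260 under the other alternatives, 212 did, 23 became stronger and 21 weaker. The genes that became stronger include dio2, igf1, hsd17b3, cyp19a1b, slc25a18, inhbaa, f13a1a.1, CR391967.1 and si:ch211-131k2.2, each without LSB, without both LSB pools numbered 2 and without each of these pools. The gene that lost the threshold when a single library was left out was cldn19, which kept it in 3 of 16 such fits.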

Differences from the paper's values

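The paper reports 61 sex-biased genes, and limma on the deposited CPM values gave 6 with the 16 libraries. Of the alternatives set before the data were examined, the fit without LSB female pool 2, with 52 genes, came within 1.5 times of the paper's number. So did the fit without both LSB pools numbered 2, with 80 genes, which was chosen after values of these libraries had been seen in Additional file 1. Without LSB the number was 109, without LSB male pool 2 it was 35, and under the others set by then it was 0 to 10. Under the 3 alternatives added after seeing the data it was 8, 135 and 168. The paper's 48 male-biased genes stand against 5; the number was 41 without LSB female pool 2, 65 without both LSB pools numbered 2, 85 without LSB and 30 without LSB male pool 2, of which 41 and 65 are within 1.5 times. The paper's 13 female-biased genes stand against 1, with 11 without LSB female pool 2 and 15 without both LSB pools numbered 2, and 24 without LSB. The paper's share of 0.4% of genes stands against 0.0392%, with 0.340% without LSB female pool 2 and 0.523% without both LSB pools numbered 2; the other alternatives did not close the gap. The paper reports its differential expression with all replicates and the removal of an LSB female replicate only for network analysis. Its test was edgeR, and count tests were not run here. Its log2 fold change was -0.521 for cyp19a1b, against -0.519 here with 16 libraries and -0.613 without LSB female pool 2. For olig2 it was 0.179, against 0.181 and 0.232. That of f13a1a.1 lay between (-2.94, against -2.55 and -3.26). For the first genes this argues against a different set of libraries as the source of the gap. The fits without LSB libraries therefore do not show how the paper's number arose. Which part of the change of test made the calls differ was not examined.

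In units of 1000000, the paper's reads per replicate are 52, from 34 to 65, against a median of 28.8, from 18.4 to 35.7, here. These are different quantities, since the paper's are reads that passed quality control and those here are reads counted on the genes of the table; no alternative applies to them.

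The log2 fold changes of the named genes in Additional file 1, of which the copy used here lists 1697 of 15304 genes, did not differ by more than their standard error from those found here with 16 libraries. The calls did. The paper counts dio2, igf1, hsd17b3, cyp19a1b, slc25a18, inhbaa, si:ch211-131k2.2, f13a1a.1 and CR391967.1 as sex-biased, and none passed the adjusted threshold with the 16 libraries. Each passed it in 4 settings: without LSB, without both LSB pools numbered 2, without LSB female pool 2 and without LSB male pool 2. The paper also counts rbp4, which passed here only without AB female pool 2, rbp1b, which passed only without LSB and without LSB male pool 1, and pmchl, which passed in none of the settings. The paper states that collagen and extracellular matrix genes are over-represented among male-biased genes; none of the 36 collagen genes passed over all genes with the 16 libraries, 1 did without LSB female pool 1 and 10 did without LSB.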

Other observations

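The test of tissue carried over at dissection was chosen after the lists had been seen to differ. Collagen, cartilage and inner ear genes were higher in males over all libraries, with smaller or opposite differences in LSB. The cartilage and bone list differed by 0.44 in AB, 0.58 in SH and 0.69 in HSB but by -0.24 in LSB, and the inner ear list by 0.66, 0.59 and 0.56 but by 0.03 in LSB, where large differences of opposite sign between its 2 pairs of pools cancel. The cartilage and bone list (15 genes found of 26, of which 6 are also collagen genes) had a mean log2 fold change of 0.37, with 13 genes higher in males (limma's fry, Benjamini-Hochberg adjusted p = 0.0274). The inner ear list (9 of 23 genes) had 0.46, with 8 higher in males (limma's camera with Benjamini-Hochberg adjusted p = 1.73e-04, but fry adjusted p = 0.114); its most abundant genes were stm at 534 CPM and coch at 35.3 CPM, while s100s, otomp and tectb had means of 6.52, 4.17 and 2.16 CPM. These lists were written after the top of Additional file 1 had been read, so they are not independent of these libraries. Tissue from outside the brain may contribute to such values. If so, the collagen list should rise and fall with the inner ear list between replicate pools of one strain and sex. Over the 8 pairs of pools their correlation about 0 was 0.612 (exact sign-flip permutation p = 0.141, adjusted p = 0.449 over 10 lists with Benjamini-Hochberg), and the neuron list gave 0.744 in place of the inner ear list (exact sign-flip permutation p = 0.125), so carry-over and a sex difference of the brain cannot be told apart with 8 pairs. A sex difference in the brain or its coverings stays open and untested.

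The myelin and oligodendrocyte list (20 of 26 genes) had a mean log2 fold change of 0.14, with 17 genes higher in males (limma's fry, Benjamini-Hochberg adjusted p = 2.36e-04), and 3 of its genes passed the adjusted threshold over all genes. This list and those that follow were also written after the top of Additional file 1 had been read, so they are not independent of these libraries. The interferon response list (13 of 22 genes) had 0.31, with 12 higher in males (limma's fry, Benjamini-Hochberg adjusted p = 0.0105). The list differed by 0.51 in LSB, as labelled, 0.40 in SH, 0.17 in HSB and 0.15 in AB. The skeletal muscle list (13 of 20 genes) had 0.75 but varied between replicate pools with an SD of 0.870 (limma's camera with Benjamini-Hochberg adjusted p = 5.30e-04, fry adjusted p = 0.367). The retina list (13 of 20 genes) had -0.16 with an SD between pools of 1.04 (fry adjusted p = 0.874 with Benjamini-Hochberg in limma). The blood (0.01), pituitary (-0.05), neuron (0.02) and radial glia (-0.03) lists did not shift in one direction in fry (Benjamini-Hochberg adjusted p in limma 0.874, 0.837, 0.628 and 0.874). Single genes of the radial glia and neuron lists differed (fry in its mixed form, which takes either direction, unadjusted p = 5.64e-05 and 0.0214), with 3 and 2 genes past the threshold adjusted over the list alone.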
